# LHX2 Mediates the FGF-to-SHH Regulatory Loop during Limb Development

**DOI:** 10.3390/jdb6020013

**Published:** 2018-06-15

**Authors:** Billy A. Watson, Jennifer M. Feenstra, Jonathan M. Van Arsdale, Karndeep S. Rai-Bhatti, Diana J. H. Kim, Ashley S. Coggins, Gennaya L. Mattison, Stephen Yoo, Eric D. Steinman, Charmaine U. Pira, Brendan R. Gongol, Kerby C. Oberg

**Keywords:** limb development, fibroblast growth factor (FGF), sonic hedgehog (SHH), LIM Homeobox 2 (LHX2)

## Abstract

During limb development, fibroblast growth factors (Fgfs) govern proximal–distal outgrowth and patterning. FGFs also synchronize developmental patterning between the proximal–distal and anterior–posterior axes by maintaining Sonic hedgehog (Shh) expression in cells of the zone of polarizing activity (ZPA) in the distal posterior mesoderm. Shh, in turn, maintains Fgfs in the apical ectodermal ridge (AER) that caps the distal tip of the limb bud. Crosstalk between Fgf and Shh signaling is critical for patterned limb development, but the mechanisms underlying this feedback loop are not well-characterized. Implantation of Fgf beads in the proximal posterior limb bud can maintain *SHH* expression in the former ZPA domain (evident 3 h after application), while prolonged exposure (24 h) can induce *SHH* outside of this domain. Although temporally and spatially disparate, comparative analysis of transcriptome data from these different populations accentuated genes involved in SHH regulation. Comparative analysis identified 25 candidates common to both treatments, with eight linked to *SHH* expression or function. Furthermore, we demonstrated that LHX2, a LIM Homeodomain transcription factor, is an intermediate in the FGF-mediated regulation of SHH. Our data suggest that LHX2 acts as a competency factor maintaining distal posterior *SHH* expression subjacent to the AER.

## 1. Introduction

Limb development generates a structure that has asymmetry along three coordinate axes: proximal–distal (PD), anterior–posterior (AP), and dorsal–ventral (DV). Each axis has its own signaling center that mediates patterning. The apical ectodermal ridge (AER), a thickening of ectoderm located along the distal rim of the limb, is a signaling center from which secreted fibroblast growth factors (Fgfs) regulate PD patterning and outgrowth. Sonic hedgehog (Shh) is secreted from a cluster of cells in the distal posterior limb bud mesoderm called the zone of polarizing activity (ZPA) and regulates AP expansion and patterning. The dorsal ectoderm secretes Wnt7a, which dorsalizes the developing limb. During development, crosstalk among these axes is required to coordinate proper limb patterning [1].

Along the PD and AP axes, development is coordinated through crosstalk between Fgf and Shh in a reciprocal feedback loop [2,3]. The mechanism by which Shh maintains Fgf in the AER is relatively well-characterized and includes Shh directing interactions between Formin, Gremlin, and Bone morphogenic proteins (Bmps) [4,5,6]. In the absence of Shh, the AER regresses and posterior elements of the developing limb are lost [7,8]. In contrast, the mechanism by which AER-secreted Fgfs regulate *Shh* is less clear. As the limb bud elongates, the ZPA (and *Shh* expression) persists distally subjacent to the AER. *Shh* expression in the more proximal posterior mesodermal cells, which we refer to as the former ZPA domain, wanes as the cells move beyond the influence of the AER-Fgfs [9,10]. 

In the chicken, FGF2 [11,12], FGF4 [2,13,14], or FGF8 [15,16] is sufficient to recover *SHH* expression in the absence of the AER. When applied to the mid-posterior half of the limb bud, nearly 24 h is required to upregulate *SHH* in cells outside the ZPA or former ZPA domain (Figure 1A). Interestingly, in cells of the former ZPA domain (proximal posterior limb margin), *SHH* could be maintained in the presence of proximal FGF, evident within 3 h of exposure. The former ZPA domain and the non-ZPA domain differ in context (maintenance versus induction, respectively); nevertheless, we suspected that the final pathway to *SHH* expression is common in both domains. 

*FGF2* is endogenously expressed in the chicken [11,17] and human AER [18], has broader effects than FGF4 and FGF8 [19], and interacts with greater affinity to the primary ZPA-related Fgf receptor (FGFr1cIII) [20,21]. Thus, we applied FGF2-laden beads to chicken limb buds to generate ZPA domain and the non-ZPA domain transcriptomes. Using comparative analysis, we identified genes that were common to both transcriptomes, genes we suspected would accentuate the FGF-to-SHH pathway. From our analysis, we were able to identify a number of candidates in the FGF-to-SHH pathway and confirm a role for LIM Homeobox 2 (LHX2) as an intermediate in FGF-regulated *SHH* expression.

## 2. Materials and Methods

### 2.1. FGF Bead Implants, WNT5a Cell Implants, and Harvesting Embryos

Heparin acrylic beads (H5263 Sigma, St. Louis, MO, USA), about 150 μm in diameter, were soaked in 4 μL of 0.5 mg/mL recombinant human FGF2 (233-FB), FGF4 (235-F4), or FGF8 (423-F8) (R&D Systems, Minneapolis, MN, USA) overnight at 4 °C or for at least 1 h at room temperature. For the control samples, the heparin acrylic beads were soaked in 4 μL 1× phosphate-buffered saline (PBS) before implantation. Using tungsten needle and forceps, FGF2 or PBS-soaked beads were implanted (*in ovo*) into the posterior forelimb bud mesoderm of 23 Hamburger–Hamilton stage (HH) chicken embryos about 500 μm from the distal tip. Cells secreting Wnt5a (CRL-2814, ATCC^®^, Manassas, VA, USA) were grown to confluence and then stained with neutral red. Strips of Wnt5a-secreting cells were then harvested and implanted into the posterior margin of HH23 right limb bud mesoderm as previously described [22]. Embryos were incubated at 39 °C in a humidified chamber for the experimental time (3–24 h) and quickly harvested in PBS. Tissue from embryos for transcriptome and RT-qPCR analyses was removed using a tungsten needle, flash frozen using liquid nitrogen, and stored at −80 °C until further processing. Embryos for whole-mount in situ hybridization (WMISH) were fixed in MEMFA (1 M MOPS, 20 mM EGTA, 10 mM MgSO4, 38% formaldehyde) overnight at 4 °C as described previously [23], then stored in 90% methanol at −20 °C until further processing.

### 2.2. RNA-Seq Analysis

After 3 h of incubation, the tissue directly posterior to the FGF2 or PBS bead was extracted, and RNA was isolated using the RNeasy Plus Micro Kit (Qiagen, Valencia, CA, USA). Three independent experiments were conducted and RNA within each sample group (FGF or PBS) from each experiment was pooled to decrease genetic variability (n = 15–20 embryos per sample). 

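In the 3 h RNA-seq data, the Pearson correlations of log2 values across genes were 0.89 to 0.93 between the FGF2 and PBS libraries of 1 experiment and 0.84 to 0.89 between libraries of 1 treatment. Spearman correlations overlapped, at 0.90 to 0.94 and 0.87 to 0.91. They were taken over all 24881 IDs listed, and the Pearson correlations over the 13381 genes tested, so the 2 measures are not on like genes. After the mean of each treatment was taken away from every gene, the FGF2 and PBS libraries of experiments 1, 2 and 3 deviated together, with correlations across genes of 0.44, 0.28 and 0.40. Between FGF2 and PBS libraries of different experiments the same correlation ran from -0.29 to -0.12. Deviations from a treatment mean cancel out within each gene, so these are negative on average wherever the former are positive. Libraries with the same replicate number were taken as those of 1 experiment, which the paper does not state. Genes are not independent replicates, so these correlations describe the libraries and carry no p-value. The experiment accounted for 59.6% of the variation of log2(RPKM + 0.5) over the 6 libraries, where 40% would be its share with no effect. The treatment accounted for 15.1% of this variation, where 20% would be its share with no effect, and this share falls as that of the experiment rises. Of the variation within experiments the treatment accounted for 37.4%, where 33.3% would be its share with no effect. These differences were not tested. Among the 3 FGF2 libraries a typical gene had an SD of 0.58 on the log2 scale, and among the 3 PBS libraries an SD of 0.50 (medians over the 13381 genes tested). For the 5585 genes with a mean of at least 10 RPKM these SDs were 0.34 and 0.29. The chi-square per degree of freedom of the reads of any 2 libraries, which covers counting error only, was at least 51.7, so no library looks like a copy of another.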

RNA-seq was conducted by Norris Comprehensive Cancer Center, University of Southern California. RNA-seq differential gene expression and statistical analysis was conducted in R coding language with the systempipeR package tools. Reads were aligned with Hisat2 alignment algorithm to release-87 of *Gallus gallus* genome build 5. Fold changes were calculated, and statistical comparisons made with EdgeR. Genes exhibiting differential expression between FGF2- and PBS-treated embryos with *p* < 0.05 were included in further analyses. RNA-seq data were submitted to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) [24] and can be located under series accession number GES114663.

### 2.3. DNA Microarray Analysis

RNA was isolated from tissue surrounding an FGF2 or PBS bead after 24 h of incubation using the RNeasy kit (Qiagen). The RNA from 6 embryos was pooled for each treatment group to decrease genetic variability, and the experiment was repeated 3 times on separate days. Microarray analysis was performed by University of California at Irvine Genomics High Throughput Facility as previously described [23]. Samples were hybridized to the Affymetrix GeneChip^®^ Chicken Genome Array (ThermoFisher Scientific, Chino, CA, USA). The data was normalized using Robust Multi-array Averaging (RMA) and analyzed using the Comprehensive R and Bioconductor-based web service for microarray data analysis. Only genes exhibiting differential expression between FGF- and PBS-treated embryos with *p* < 0.05 were included in further analyses. Microarray data were submitted to Gene Expression Omnibus and can be located under series accession number GES114663. 

### 2.4. Gene Ontology

Differentially expressed genes at 3 and 24 h post-FGF bead implantation were classified according to gene ontology biological pathways using Ingenuity Pathway Analysis (IPA) software and database (Qiagen).

### 2.5. Gene Expression Analysis via Whole-Mount In Situ Hybridization (WMISH)

To validate differential gene expression in response to 3 and 24 h of FGF treatment, digoxigenin-labeled probes were generated, and embryos were processed for WMISH as previously described [23,25]. Primers used for probe generation are listed in Table S2; alternatively, probes were generated from plasmids received as gifts: *DKK1*, *WNT5a*, *PTCH2*, (Dr. Clifford Tabin); *FZD4* (Dr. Philippa Francis-West); *FGF8* (Dr. Eric Swindell); *PYST1*/*DUSP6* (Dr. Stephen Keyse). For all WMISH procedures, 3–5 embryos were examined for each gene per experiment and at least two independent experiments were performed.

### 2.6. RT-qPCR Validation of Transcriptome Data and Quantitation of LHX2 Overexpression/Knockdown Analysis

Further validation of the differential expression pattern of selected genes following 3 and 24 h of FGF treatment was performed via RT-qPCR. RNA was extracted from FGF2- or PBS-treated tissue 3 and 24 h after bead implantation. In order to minimize biological variation, 7–10 embryos from each treatment group were pooled. Primers used for RT-qPCR validation are listed in Table S2.

RT-qPCR was also used to detect changes in *SHH* and *PTCH2* expression following overexpression and knockdown of LHX2. For all samples, RNA extraction and on-column DNA digestion were performed using the RNeasy plus micro kit (Qiagen). The extracted RNA was converted to cDNA by reverse transcription using the iScript Advanced cDNA Synthesis kit (Bio-Rad, Irvine, CA, USA). Primers used are listed in Table S2.

The RT-qPCR experiments were performed using the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Irvine, CA, USA) on the CFX96 ThermoCycler and analyzed using the CFX Manager 3.0 software (Bio-Rad). All RT-qPCR reactions were performed in triplicate for at least 2 independent experiments. Gene expression levels relative to a PBS-treated control were calculated using the 2^−ΔΔCT^ method after values were normalized to the housekeeping gene *PGK1*. The resulting fold changes are plotted with error bars representing the standard deviation. The significance (*p*-value) was calculated using the Student’s paired *t*-test.

### 2.7. Comparative Transcriptome Analysis

Integration of the RNA-seq and microarray data into R coding platforms facilitated categorization of genes according to their fold change and *p*-values then visualized by a volcano plot and table. We ranked the genes by dividing the fold change of each gene by their corresponding *p*-value. This narrowed down our target selection to LHX2.

### 2.8. Gene Overexpression and Knockdown via Electroporation

A plasmid encoding the mouse Lhx2 gene (pCGC-Lhx2; used at a final concentration of 1 µg/µL) or the translation-blocking anti-*LHX2* morpholino (1 mM) was injected into HH23 chicken embryo forelimbs around the FGF bead or into the ZPA. Confined micro-electroporation (CMEP) as previously described [22] was used to introduce the plasmid or morpholino into the limb cells surrounding the injection site. A β-actin promoter-driven red fluorescent protein (RFP) vector (pCAGGS-RFP) was used as an empty vector control. Sterile mineral oil is used in our syringe and needle to facilitate accurate DNA delivery. After injection, a small amount of oil is typically introduced to occlude the site of injection and confine the DNA to the target region.

The LHX2-GFP expression plasmid (pCGC-*Lhx2*) was received as a gift from Dr. Shubha Tole and used with the permission of Dr. Toshi Ohshima. The design and efficacy of the vector has been previously reported [26]. Representative data from three independent experiments is shown in the results section with number of embryos assayed included in the figure legends.

A translation-blocking anti-*LHX2* morpholino (GeneTools, LLC, Philomath, OR, USA) was designed against chicken *LHX2* (NCBI Reference Sequence: NM_204889.1). A negative-control morpholino was generated from the anti-*LHX2* sequence incorporating 5 base mismatches to alter the sequence. A positive-control anti-*SHH* morpholino was also generated against chicken *SHH* (NCBI Reference Sequence: NM_204821.1) A 3′ carboxyfluorescein (green) tag was incorporated into the anti-c*LHX2* and anti-c*SHH* morpholinos, while a lissamine (red) tag was incorporated on the 3′ end of the negative-control morpholino (anti-c*LHX2*-5mis). The fluorescent tags were used to assess targeting of the injection and electroporation efficiency prior to harvesting embryos for WMISH or RT-qPCR analysis. Morpholino (MO) sequences are as follows: anti-c*SHH* MO: 5′-TTGTCAACAGCAGCATTTCGACCAT-3′; anti-c*LHX2* MO: 5′-ACAGGCTGTGGAAAAGCATCGCT-3′; anti-c*LHX2*-5mis: 5′-AgAGcCTGTcGAAAAcCATCGgT-3′. In the 5-base mismatch morpholino (anti-*cLHX2*-5mis), nucleotides in lower case specify the mismatches. All morpholinos were used at a concentration of 1 millimolar.

#### Controlling for Off-Target Effects Using Morpholinos

To control for target specificity, we used 3 previously described approaches [27,28], including: (1) The use of a mismatched negative-control morpholino that differed from the anti-target morpholino by 5 nucleotides; (2) comparison of phenotypic changes with published reports. Our LHX2 knockdown was consistent with published reports of *Lhx2* mutants [29,30]; (3) we used “rescue” experiments that showed that overexpression of *Lhx2* was able to recover the expression of its downstream target, *SHH*.

## 3. Results

### 3.1. FGF Can Maintain and Induce SHH Expression in the Posterior Limb Bud

*SHH* expression persists in the former ZPA domain following implantation of an FGF-laden bead. *SHH* is detectable as early as 3 h after application; at 24 h, robust *SHH* expression is also induced around the bead (non-ZPA domain) (Figure 1B). This spatial and temporal difference in *SHH* upregulation suggests that induction or reactivation of *SHH* expression outside the former ZPA domain (24 h) requires additional FGF-mediated factors besides those required to maintain *SHH* in the former ZPA domain (3 h). We analyzed the transcriptome along the posterior margin proximal to the ZPA 3 h after FGF application and surrounding the FGF-laden bead after 24 h to uncover molecules involved in FGF-mediated SHH expression (areas outlined by dotted lines in Figure 1).

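For the 3 h transcriptome, RNA was taken from the tissue directly posterior to the bead in chicken forelimb buds at Hamburger-Hamilton stage 23. The bead was a heparin acrylic bead of 150 µm soaked in 4 µL of FGF2 at 0.5 mg/mL, or in PBS for the controls. There were 3 FGF2 and 3 PBS libraries, 1 of each from every independent experiment, and each held the pooled RNA of 15 to 20 embryos according to the paper (15 to 20 limbs according to the sample labels). The authors aligned the reads with HISAT2 to galGal5 with Ensembl gene models and deposited RPKM (reads counted in a gene, scaled by the length of the gene model and by the library's total) for 24881 Ensembl gene IDs. Of these, 17857 had a value above 0 in at least 1 library. The low RPKM of a gene are whole multiples of what 1 read is worth, so each library's total could be recovered: 15318608, 21359458 and 19807865 counted reads in FGF2 libraries 1, 2 and 3, and 5222427, 16726321 and 16883479 in PBS libraries 1, 2 and 3. Whether they count reads or read pairs is not given in the sources used here, and the values fix a total only up to a factor that all reads of the library share: with the total of PBS library 1 taken 2 times larger, 0.54% of its genes above 100 reads would have an odd number of reads, against 51.1% as given. PBS library 1 is thus the shallowest on this scale, and 1 read in a gene of 1 kilobase was worth 0.191 RPKM there against 0.0468 RPKM in FGF2 library 2. Between 12252 and 15823 genes were above 0 in a library. FGF2 was compared with PBS by limma on log2(RPKM + 0.5) over the 13381 genes with a mean of at least 0.5 RPKM in the 6 libraries, with Benjamini-Hochberg adjustment. The pseudocount of 0.5 makes the fold change of a low gene smaller than its ratio of RPKM. The sources used here pair no Ensembl ID with a gene name, so genes are given by ID and the values of SHH, LHX2, EGR1 and the other genes named in the text were not analysed here. The 24 h microarrays were not analysed here either.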

### 3.2. Brief (3 h) FGF Exposure Affects Biological Processes Associated with Its Role in Gene Expression

We found 150 genes differentially regulated 3 h after FGF exposure by RNA-seq analysis, with 102 targets upregulated and 48 downregulated (*p* < 0.05). 

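Of the 13381 genes tested, 0 were higher and 0 were lower with FGF2 than with PBS at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 339 genes were higher and 118 were lower. Chance would place 669.1 genes there if the libraries were independent, and fewer where the libraries of 1 experiment vary together. A count below 669.1 thus does not show that a response is lacking. ENSGALG00000001124 had the smallest p. It stood at 39.1 ± 5.06 RPKM with FGF2 and at 9.31 ± 0.937 RPKM with PBS (SD, n = 3 libraries each), a ratio of 4.20. Its log2 fold change was 2.01 (standard error 0.26, adjusted p = 0.42 from limma), and it was higher with FGF2 in 3 of 3 experiments. Its FGF2 and PBS libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Of the lower genes, ENSGALG00000036311 had the smallest p. It was listed at 0 in all 3 FGF2 libraries and at 3.20, 6.99 and 3.53 RPKM in PBS libraries 1, 2 and 3, which are 7, 49 and 25 reads.
When the FGF2 and PBS libraries of the same experiment were set against each other (replicate block), limma again called 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05, 754 genes were higher and 370 lower with the block. With the block and median-ratio scaling 423 were higher and 572 lower, so which direction held more genes depended on the scaling. A second paired test, limma-voom on the recovered reads with the same block, was added after the data were examined and called 14 genes higher and 26 lower at an adjusted p under 0.05. Without the block it called 0. ENSGALG00000001124 was 1 of the 14, with a log2 fold change of 2.13 (standard error 0.29, adjusted p = 0.0099 from limma-voom), and ENSGALG00000036311 was not called (adjusted p = 0.22). In this paired test ENSGALG00000006512 rose, with a log2 fold change of 0.67 (standard error 0.08, adjusted p = 0.0073 from limma-voom), from 979.9 ± 59.4 RPKM with PBS to 1560.4 ± 195 RPKM with FGF2 (SD, n = 3). It missed the threshold after median-ratio scaling (log2 fold change 0.55, adjusted p = 0.096 from limma-voom) and with the trend over gene length removed (0.48, adjusted p = 0.073). ENSGALG00000037512 fell in the same test, with a log2 fold change of -1.94 (standard error 0.19, adjusted p = 0.0040 from limma-voom). It stood at 40.6 RPKM with FGF2 against 168 RPKM with PBS in experiment 1, at 5.43 against 18.1 RPKM in experiment 2 and at 10.5 against 38.7 RPKM in experiment 3. These 4 IDs were chosen after their values were seen.
The paired test on reads called 0 genes higher and 0 lower without experiment 1, 76 and 98 without experiment 2, and 19 and 58 without experiment 3. The prior degrees of freedom of the variance were 9.08, 19.5 and 42.7 in these fits, against 10.1 with all libraries. With 2 pairs left, the counts lean on this prior. Without experiment 1 all 26 genes that fell stayed below 0 and all 14 that rose stayed above 0, but they were chosen with experiment 1 included. The test called 0 and 0 with all libraries thinned to the reads of PBS library 1 (15 and 40 with the prior degrees of freedom from all reads). It called 5 and 18 after median-ratio scaling, and 7 and 31 with the trend over gene length removed. In the thinned reads the 26 genes that fell had a median log2 fold change of -2.03, against -1.93 in all reads, and the 14 that rose had 1.11 against 1.08. Of the genes at an unadjusted p under 0.05 in the unpaired test, 74.2% were higher with FGF2, against 50.5% after median-ratio scaling and 56.1% after quantile normalization, and single libraries moved the counts: 592 were higher without FGF2 library 2, 202 without FGF2 library 3 and 183 without PBS library 2, while 253, 218 and 208 were lower without FGF2 library 1, FGF2 library 2 and PBS library 2. The paper counts its genes in the same libraries with edgeR at a p under 0.05 and reports them as differentially regulated after FGF exposure. It also reports EGR1, LHX2, TFAP2C, DUSP6 and SHH as upregulated at 3 h by RT-qPCR and in situ hybridization, which were not analysed here. A count of 0 does not show that no gene changed. In reads simulated independently for each gene, the unpaired limma test recovered 0.30% of genes changed 2-fold and 18.9% of genes changed 4-fold.

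**Figure D1:**
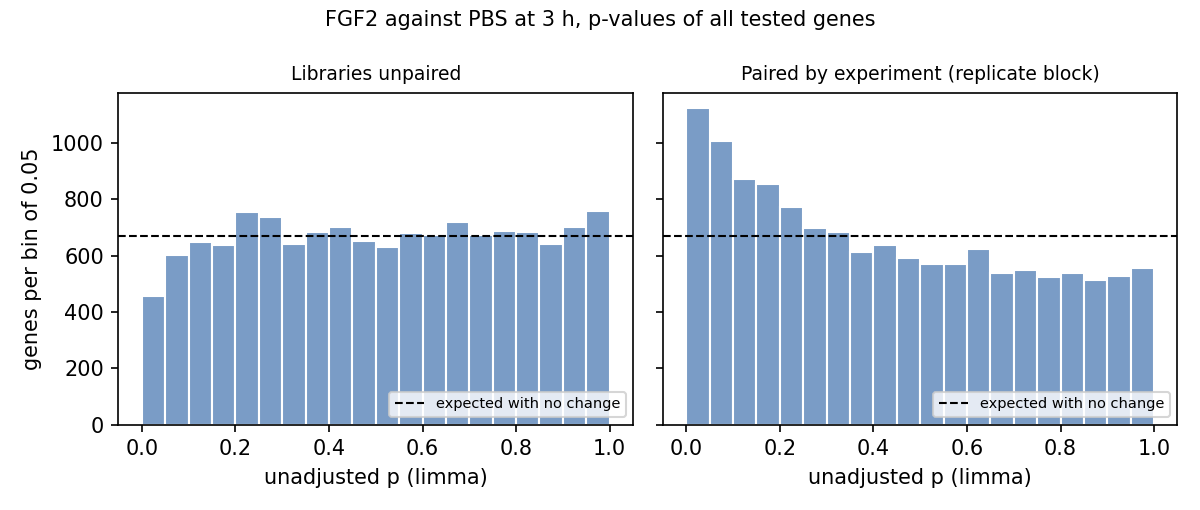
Unadjusted p from limma for the 13381 genes tested, in bins of 0.05 (x axis, p; y axis, genes per bin), with the libraries unpaired (left) and paired by experiment (right). The dashed line marks the 669.1 genes per bin expected with no change, which on the left holds only for independent libraries. The lowest bin holds 457 genes on the left and 1124 on the right.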

Four of the top biological processes affected by FGF exposure were identified in our 3 h dataset, but not our 24 h dataset: “Gene Expression”, “Cell death and survival”, “Cellular development”, and “Tissue morphology” (Figure 2A). This collection of biological processes was predicted to be downstream of FGF2 and FGF8, in addition to some other growth factors. Moreover, limb-related functions formed subsets of many of these biological processes (listed in Table S1).

Approximately 30% of the targets (n = 42 out of 150) were associated with “Gene Expression”, with 36 categorized as transcription/translation regulators. Transcription factors Early growth response 1 (*EGR1*), LIM Homeobox 2 (*LHX2*), and Transcription factor AP2 gamma (*TFAP2C*) were upregulated 12.5, 3.9, and 3.4-fold, respectively. Their regulation in response to 3 h FGF exposure was confirmed by WMISH and quantified by RT-qPCR (Figure 2B,C).

### 3.3. Brief (3 h) FGF Exposure Regulates Genes Involved in FGF Feedback Inhibition, Distalization, and SHH Expression

After 3 h of FGF treatment, Dual specificity phosphatase 6 (*DUSP6*) and Sprouty 2 (*SPRY2*), both negative regulators of FGF signaling, were upregulated 2.6-fold and 3.4-fold, respectively, consistent with FGF feedback inhibition. The upregulation of *DUSP6* was validated by WMISH and RT-qPCR (Figure 2B,C). Coupled with *DUSP6* and *SPRY2*, several other distally restricted genes were upregulated in the former ZPA domain 3 h after FGF exposure, including Bone morphogenetic protein 4 (*BMP4*; 1.8-fold). BMP4 plays a role in AER maintenance and regression and cooperates with SHH in determining digit identity [31,32]. In contrast, the proximally restricted Pre-B-cell leukemia homeobox 1 (*PBX1*) was downregulated 1.8-fold. *Pbx1*-deficient mice have malformations in proximal limb elements, suggesting a role in proximal limb development [33]. Downregulation of proximal markers by brief FGF exposure and the upregulation of distal factors support a distal respecification of the mid-proximal limb, which may be necessary for *SHH* expression.

Several targets known to be upstream of *SHH* expression, including Homeobox D9 [34,35], *ELF2* (a member of the ETS family), and *HAND2* (a basic helix–loop–helix transcription factor) were up-regulated 2.3-fold, 1.9-fold, and 1.6-fold, respectively. A complex interaction between HOX, PBX, ETS, and HAND2 has been implicated in the activation and localization of *SHH* expression to the ZPA [36]. These transcription factors coordinate their interactions on *SHH* expression through a conserved long range *cis*-regulatory module, the ZPA regulatory sequence (*ZRS*) [37]. *LHX2* and *TFAP2C* are two additional distally restricted transcription factors with potential binding sites in the *ZRS* that were upregulated after 3 h of FGF treatment. Our dataset revealed a 2.6-fold increase in *SHH* expression after 3 h of FGF exposure, which is supported by in situ and RT-qPCR data (Figure 2B,C).

### 3.4. Prolonged (24 h) FGF Exposure Affects Cell Processes Related to Organ and Organismal Development

DNA microarray analysis identified 3434 differentially regulated targets after 24 h of FGF exposure (*p* < 0.05). In addition to *SHH*, 2152 targets were upregulated, while 1281 were downregulated. Of the differentially expressed targets, 1085 mapped to IPA-curated genes. IPA revealed the top 10 biological processes were related to growth and development. Four processes were found at 24 h that were not present at 3 h: “Skeletal Muscle System Development and Function”, “Nervous Tissue Development and Function”, “Organismal Survival”, and “Connective Tissue Development and Function” (Figure 3A). IPA also predicted that the molecules, functions, and biological processes identified in the microarray data were downstream of FGF2, FGF4, and FGF8. Several limb-related functions form subsets of the biological processes mined by IPA (Table S1).

Of note, an abundance of differentially regulated genes encoding Wnt signaling proteins were detected (n = 46). Wnt proteins are involved in limb initiation, outgrowth, cell migration, cell differentiation, and patterning [38,39]. This led us to question whether a Wnt pathway might be involved in the upregulation of *SHH*. However, overexpression of the highest upregulated Wnt protein (*WNT5a*; 1.6-fold) in the posterior limb bud did not lead to ectopic *SHH* expression (Figure S1). 

### 3.5. Prolonged FGF (24 h) Regulates Genes Associated with Dedifferentiation, Distalization, and SHH Regulation

Several transcription factors associated with cell dedifferentiation were upregulated in response to prolonged FGF exposure: Spalt-Like Transcription Factor 4 (*SALL4*; 1.8-fold), Muscle segment homeobox genes 1 and 2 (*MSX1*; 4.4-fold and *MSX2*; 3.0-fold), *LHX2* (5.6-fold), and Matrix metallopeptidase 11 and 17 (*MMP11* and *MMP17*, each 1.4-fold). FGF treatment also downregulated members of the collagen family, which are associated with limb differentiation and chondrocyte maturation (*COL12A1*, *COL6A1*, *COL6A3*, *COL21A1*; >1.5-fold). Dedifferentiation of the mid-proximal limb bud may be a crucial step in reprogramming this region to express *SHH*. Alternatively, FGF may be functioning to prevent differentiation and promote the maintenance of cells in an undifferentiated state. Another step could be the distal respecification of the mid-proximal limb supported by the upregulation of several distally restricted genes, including *HOXA13* (13.0-fold), *HOXD13* (1.7-fold), *DLX5* (2.2-fold), *DLX6* (3.6-fold), and *LHX2* (5.6-fold) (Figure 3B,C); while proximally restricted genes such as Empty spiracles homeobox 2 (*EMX2*) and *MEIS2* were downregulated 1.7- and 1.5-fold, respectively. Downregulation of *EMX2* was validated by WMISH and RT-qPCR (Figure 3B,C). Together, the data suggest that dedifferentiation and the distal respecification of the mid-proximal limb bud mesoderm play a role in FGF-mediated *SHH* expression.

After 24 h of FGF exposure, *SHH* is upregulated 2.1-fold around the FGF bead. This correlated with RT-qPCR data (upregulated 5.5-fold) (Figure 3C). Genes associated with *SHH* expression include the distally restricted *HOXA13*, *HOXD13*, and *LHX2*. Other upregulated *SHH*-associated genes include *HOXA10* (1.4-fold), *HOXA11* (1.7-fold), Gap junction protein alpha 1 (*GJA1*; 1.3-fold), *ETS2* (1.3-fold), and *ETV5* (1.1-fold). Although the fold change for *ETV5* might be less than typical cutoffs, it has a *p* value < 0.05 and an established functional role in linking FGF signaling to the *ZRS* and *Shh* expression [40,41]. The *SHH* antagonist Aristaless-like homeobox 4 (*ALX4*) was downregulated 1.7-fold. ETS2, ETV5, and ALX4 contribute to the spatial localization of *SHH* expression [41,42,43]. Notably, our 24 h dataset includes upregulation of factors downstream of SHH signaling such as *PTCH1* (1.8-fold) and *PTCH2* (1.1-fold). Because the 24 h transcriptome may include a number of downstream targets of SHH, we compared it with the 3 h transcriptome to highlight common genes most likely to be upstream of *SHH*.

### 3.6. Common Pathways Accentuated by Comparative Transcriptome Analysis

Six of the top IPA-curated pathways affected by FGF treatment were common between the 3 and 24 h datasets, including “Embryonic/Organismal Development” and “Growth and Proliferation”: hallmarks of FGF signaling (Figure 2A and Figure 3A). We also detected mutual limb-related functions associated with limb development and digit morphogenesis (see Table S1). Twenty-five genes were common to both transcriptomes, with 19 being upregulated, five downregulated, and one gene downregulated at 3 h but upregulated at 24 h (Figure 4).

#### 3.6.1. Common Targets Involved in Wnt Signaling

We identified five genes associated with the Wnt pathway within the shared 25 FGF-regulated genes. *APCDD1* [44] and *RANBP3* [45] are Wnt signaling inhibitors that were upregulated by FGF, while R-spondin 3 (*RSPO3*), a secreted ligand that binds cell-surface receptors and activates Wnt/β-catenin or Wnt/planar cell polarity signaling [46,47], was downregulated. One downstream target of Wnt signaling, SNAI2, was upregulated, while another, *TUSC3* [48], was downregulated. Taken together, these data support a role for Fgf in the complicated regulation of Wnt signaling during limb development [39,49].

#### 3.6.2. Common Targets Associated with SHH Expression

Of the 25 common targets, eight relate to *SHH* expression, function, or signaling (highlighted by asterisks in Figure 4B). Four genes associated with *SHH* expression were upregulated: *EGR1*, *GJA1* (also known as Connexin 43), *LHX2*, and *TFAP2C*. *TTC8*, which is associated with ciliary-associated GLI-Kruppel family member (GLI) processing, was downregulated. Collectively, the regulation of these genes is expected to enhance SHH function/signaling. Paradoxically, *RSPO3*, a gene associated with *SHH* upregulation, was downregulated. *AMD1* and *MGAT4B* were both upregulated and are decreased in Shh-deficient mice [50]. They could therefore be downstream of Shh signaling. Neither *AMD1* nor *MGAT4B* has been well-characterized, however, and they require further investigation.

### 3.7. LHX2 as an Intermediate in FGF-Regulated SHH Expression 

Our screening identified LHX2 as a candidate for mediating FGF regulation of SHH. In the limb, *LHX2* is robustly upregulated by FGF following 3 and 24 h of exposure (Figure 2 and Figure 3). Additionally, *LHX2* is distally restricted subjacent to the AER overlapping the ZPA (Figure 5A). Since Lhx9 appears to play a redundant role in regulating *Shh* expression in mice, we evaluated its expression pattern in the chicken model. In chicken wings, *LHX9* is restricted to the anterior margin of the developing limb mesoderm and does not overlap the ZPA. Moreover, *LHX9* was not significantly upregulated in our transcriptome data and not convincingly upregulated around applied FGF beads (Figure 5B). Thus, in chickens, LHX2, but not LHX9, could function as an intermediate in the FGF-to-SHH pathway. 

To determine the role of LHX2 in FGF-regulated *SHH* expression, we electroporated a mouse Lhx2 expression vector into the posterior limb mesoderm adjacent to an FGF- or PBS-soaked bead. Lhx2 was not sufficient to induce *SHH* independently. However, when combined with FGF, Lhx2 increased the expression of *SHH* (2.7-fold by RT-qPCR) and *PTCH2*, a downstream target of SHH signaling (Figure 6). We also examined the loss of LHX2 function using an anti-*LHX2* morpholino (anti-c*LHX2* MO) designed to block translation of the chicken *LHX2* transcript. Electroporation of this morpholino around an FGF bead implant resulted in decreased *SHH* expression (35% by RT-qPCR) and a decrease in *PTCH2*. Targeted SHH knockdown gives a similar decrease in *PTCH2* expression (Figure 6). Additionally, a decrease in LHX2 at the ZPA resulted in decreased limb outgrowth and reduced endogenous *SHH* expression after 24 h (Figure 7). This is consistent with a previous report that suggested that competitive inhibition of Lhx2 activity inhibits limb outgrowth in chicken as well as interfering with the expression of distally restricted genes such as *SHH* [29].

## 4. Discussion

One of the roles of apical ectodermal ridge (AER)-secreted FGFs is the maintenance of *SHH* expression in the subjacent ZPA during limb outgrowth [15]. We were able to maintain the expression of *SHH* in the former ZPA domain by application of FGF proximal to the ZPA. Persistent *SHH* expression was evident within as little as 3 h. FGF was also able to induce *SHH* in non-ZPA domain-related mesoderm, although this required prolonged exposure (24 h) (Figure 1). Cells in the population responding to prolonged FGF are likely to include some prior SHH-expressing cells. Most of the prior SHH-expressing cells, however, are present within the autopod and prospective digits at a comparable stage of development [9]. Irrespective of their prior history, induction or reactivation of cells in the non-ZPA domain requires prolonged FGF exposure to induce *SHH* expression and a mechanism disparate from that of cells residing within the former ZPA domain. By comparing transcriptome data from these two populations of *SHH*-expressing cells, we were able to identify 25 common genes, including 19 synexpressed with *SHH* and five downregulated.

### 4.1. FGF Regulates Genes that Support SHH Expression and Signaling/Function

Eight of the 25 common targets differentially regulated by FGF exposure were associated with *SHH* expression, signaling, or function (Figure 4). Consistent with our data, EGR1 has been reported to act downstream of FGF signaling [51,52]. Additionally, it serves as a direct transcriptional regulator of *SHH* in glioma cells [53]. In the limb, EGR1 participates in FGF-induced tendon differentiation [52], but its role in FGF-mediated *Shh* expression has yet to be evaluated. FGF upregulated *GJA1*, which is a gene that encodes Connexin 43, a gap junction protein. Gap junction proteins have been reported to relay FGF signals to neighboring cells; moreover, the conditional knockout of Connexin 43 in mice leads to reduced *Shh* expression, limb truncation, and patterning defects [54,55]. Thus, an increase in *GJA1* in both of our datasets suggests that FGF supports *SHH* expression by upregulating intercellular communication. FGF also upregulated *TFAP2C.* TFAP2C is an activating, enhancer-binding protein-2 (AP2) transcription factor expressed subjacent to the AER in normal limbs (Figure 2C). The ZPA regulatory sequence (*ZRS*) contains a potential AP2 binding site. Interestingly, a mutation generating an extra AP2 binding site in the *ZRS* is associated with anterior ectopic *SHH* expression and preaxial polydactyly [56]. Although its expression pattern and role in misregulation of the *ZRS* are intriguing, a role for AP2 transcription factors in normal *SHH* expression has yet to be determined. 

Tetratricopeptide Repeat Domain 8 (TTC8), also known as Bardet Biedl syndrome 8 (BBS8), was downregulated in our analysis. BBS8 is part of the stable core protein complex of cilia involved with Smoothened (Smo) ciliary trafficking, which processes Gli2 and Gli3 [57,58]. Processed GLI transcription factors are truncated and repress SHH targets [59]. In humans, TTC8 mutations are associated with pre- and post-axial polydactyly, consistent with activation of the hedgehog pathway [60,61]. Tayeh and colleagues showed that loss of BBS function in zebrafish increased fin/limb expression of *SHH* [62]. Thus, the regulation of TTC8 by FGF offers a mechanism to enhance the activation of SHH that warrants further investigation.

R-spondin 3 (RSPO3) is downregulated, but potentially functions upstream of SHH. A *Rspo2*/*Rspo3* double mutant showed more severe limb defects than either single mutant with the most anterior and posterior digits missing, leaving three shortened middle digits [46]. The fact that posterior elements in the forelimb are lost in this double mutant correlates well with the phenotype of *SHH-*deficient limbs [7,8,63] and suggests that R-spondin genes could affect *SHH* expression/function. No limb expression patterns were found for *AMD1* and *MGAT4B*, but our data indicate that they are upregulated by FGF signaling. Additionally, *Amd1* and the Mgat4b paralog *Mgat4a* are reported to be decreased in the limbs of Shh-deficient mice [50], indicating that they may be downstream of SHH signaling. 

### 4.2. FGF Regulates Factors that Localize SHH Expression

The *ZRS* is a conserved *cis*-acting regulatory element responsible for limb-specific *SHH* expression [7,37,64,65]. The *ZRS* houses multiple binding sites for the ETS/ETV family of transcription factors. At 3 h, *ELF2* (E74-like ETS transcription factor 2) and *ETV6* were upregulated, while *ETS2* and *ETV5* were upregulated at 24 h. Lettice et al. reported that a balance between occupancy of the ETS/ETV binding sites within the *ZRS* contributes to the expression and location of *Shh* in the limb bud [42]. The upregulation of members of the ETS family in our data supports the notion that FGF regulates ETS/ETV transcription factors to modify *SHH* expression in the developing limb and highlights the possibility that family members other than ETS2 and ETV4/5 [41,42] may be involved. 

The TAATTA binding motif for LHX2 [66] is found in the *ZRS* and is conserved across 16 vertebrate species including the human, mouse, and chicken [67]. Of note, other Hox proteins share this binding motif and 5′ Hox genes have been reported to bind the ZRS [33]; therefore, LHX2 binding to this region needs to be confirmed.

### 4.3. LHX2, but Not LHX9, Regulates FGF-Mediated SHH Expression during Chicken Limb Development

Reports have suggested that LHX2 and a homolog LHX9 may be functionally redundant due to their overlapping expression patterns [30,68,69]. Simultaneous knockout of *Lhx2* and *Lhx9* causes a marked reduction in *Shh* expression and altered limb growth and patterning characterized by oligodactyly, loss of digit morphology, and a shortened limb [30]. In chickens, *LHX2* is expressed in the distal mesoderm subjacent to the AER in a pattern that overlaps the ZPA, while *LHX9* is restricted to the anterior and distal rim of the limb mesoderm distant from the ZPA (Figure 5) [29,70]. Unlike the mouse model, where an *Lhx2*/*Lhx9* double knockout was necessary to perturb limb outgrowth and *Shh* expression, Rodriguez-Esteban and coworkers showed that a retroviral LHX2-targeted repressor caused limb truncations [29]. We further show that targeted knockdown of LHX2 within the ZPA is sufficient to decrease *SHH* expression and disrupt limb outgrowth (Figure 7). These collective findings indicate a species-specific difference in the function of Lhx family members, but highlight Lhx2 as a common mediator of *Shh* expression. 

Although the pattern of *Lhx2* and *Lhx9* expression in mice is consistent with regulation by FGF, Tzchori et al. suggested that Fgf4/8 did not control their expression [30]. In contrast, Yang and colleagues showed that Fgf signaling was required for *Lhx9* expression in mouse limb explants [71]. In chicken, we demonstrate by transcriptome, WMISH, and RT-qPCR that FGF robustly upregulates *LHX2*, but not *LHX9*. *LHX2* overexpression or knockdown in the context of ectopic FGF-bead application also resulted in a robust increase or decrease in *SHH* expression, respectively. Our data indicate that LHX2 is a target of FGF signaling and an intermediate in the FGF to SHH regulatory loop. 

Interestingly, Tzchori and colleagues demonstrated that Ldb1, a cofactor of LIM transcription factors, was required for FGF-mediated induction of *Shh*. *Ldb1* is ubiquitously expressed in the limb and is known to associate with a variety of LIM-domain genes [72,73]. The widespread expression of Ldb1 and its required presence to permit Fgf-mediated *Shh* expression points to a cofactor, such as Lhx2, as an intermediate in upregulating *Shh*.

### 4.4. LHX2 as a Competency Factor for SHH Expression in the Limb

Our data corroborates other reports that indicate LHX2 is necessary for *SHH* expression [30]. Additionally, *LHX2* expression overlaps the ZPA and the proximal extent of *LHX2* expression corresponds to the proximal boundary of the ZPA; beyond this boundary, *SHH* expression wanes. Taken together, LHX2 is likely a competence factor for *SHH*, keeping its expression juxtaposed to the AER during progressive limb outgrowth. Other known competence factors such as *HoxB8* [74], *Hox9* paralogs [34], and *Hand2* [75,76] display expression domains larger than, but inclusive of, the ZPA to permit *SHH* expression, indicating a collective cooperation among competence factors. 

Ectopic apical *Shh* expression subjacent to the AER in an *Lhx2*-like pattern has been reported [77,78]. Interestingly, in both reports, there was a reduction in *Gli3*. *Gli3* is expressed throughout the limb, except within the distal posterior mesoderm [79], and together with Alx4 [43], Twist [80], and the Etv proteins [40,80], plays a role in restricting *Shh* expression to this limited posterior domain. Reduction in the repressive activity of Gli3 results in the anterior expansion of Hand2, while *Lhx2* expression in *Gli3*-deficient limb buds remains unchanged [81]. The ectopic apical *SHH* expression pattern overlapped the expanded *Hand2* domain, but was more distally restricted, suggesting that a distally restricted factor, such as Lhx2, was required. We suspect that Lhx2 is a transcription partner with Hand2 and other competency factors that function to regulate and maintain *Shh* transcription. 

In conclusion, we identified a common set of genes regulated by FGF with potential to function as intermediates in limb-related FGF-mediated *SHH* expression. Additionally, we have extended the role of LHX2 from previous reports, providing evidence that LHX2 mediates the FGF-to-SHH regulatory loop during limb development.

## Figures and Tables

**Figure 1:**
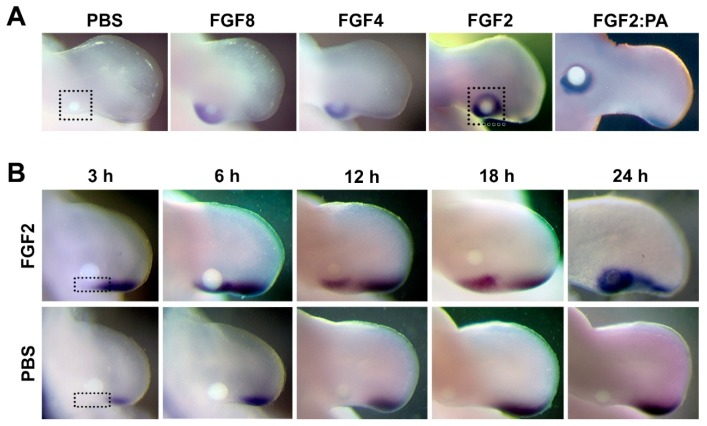
FGF has the capacity to maintain or ectopically induce SHH expression. (**A**) SHH expression following 24 h of exposure to FGF8, FGF4, or FGF2-soaked beads implanted into the posterior HH23 chicken wing mesoderm proximal to the ZPA (500 μm from the AER). Ectopic SHH expression is present around the FGF bead, but not in the PBS (vehicle control). This ectopic expression was noted in all embryos tested (n = 3 for each FGF). The expression was present in cells of the former ZPA domain (along the posterior margin) and in cells that likely lacked prior ZPA exposure (anterior aspect of the bead). Induction of non-ZPA cells was accentuated when initial bead placement was more proximal (600 μm from the AER) and anterior (500 μm from posterior edge) (FGF2:PA). (**B**) Persistent SHH expression is evident in former ZPA domains over a 3–24 h time course post-FGF bead implant. In addition, robust ectopic SHH expression is present around the FGF bead at 24 h (top panel) as compared to the PBS control (bottom panel). For each time point, 5 embryos were assayed for response to FGF, while 3 embryos were for expression in the presence of PBS (vehicle control). Two independent experiments were used to collect embryos, and the pattern of ectopic SHH expression was consistent in all time-matched embryos. Tissue harvested for transcriptome analysis and RT-qPCR validation is indicated by black dotted lines.

**Figure 2:**
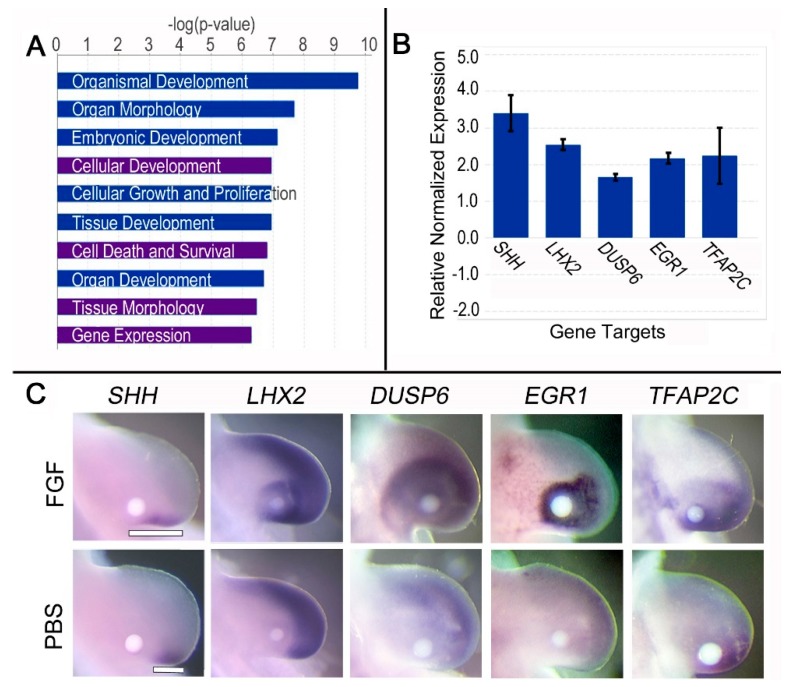
Brief (3 h) FGF treatment promotes transcription of early developmental genes and maintains *SHH* expression in the former ZPA domain. (**A**) Top pathways and biological processes affected 3 h after FGF treatment. Purple bars indicate top pathways affected that differed from the 3 h transcriptome analysis. (**B**) Fold change of selected targets treated with FGF for 3 h compared to PBS treatment via RT-qPCR (*p* < 0.05). The y-axis shows the relative normalized gene expression. Assays were performed in triplicate and at least two independent experiments were performed. Expression of each gene was compared to a PBS control (*p* < 0.05 for each comparison). (**C**) WMISH validation of selected targets regulated by FGF after 3 h exposure. Top panel shows upregulation of respective genes, while the bottom panel consists of PBS-treated limbs. n = 6 embryos per gene for FGF treatment and 3 embryos per gene for PBS. White bars highlight the proximal extension of the S*HH* expression domain in the FGF-treated limb.

**Figure 3:**
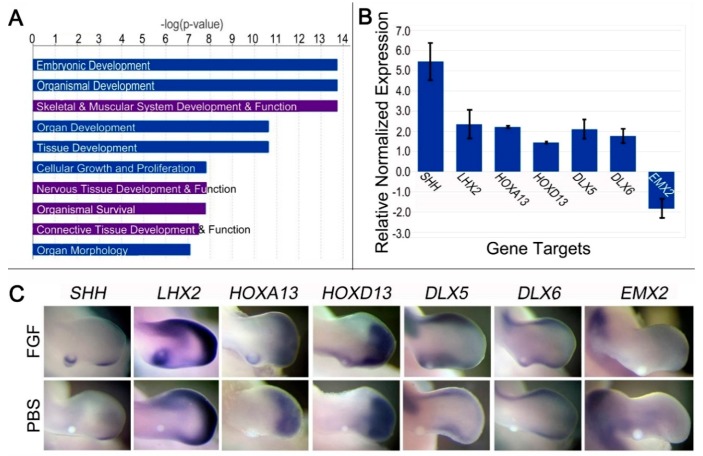
Prolonged (24 h) FGF treatment in the mid-proximal limb bud promotes distalization, supports processes involved in embryonic development, and leads to SHH induction. (**A**) Top pathways and biological processes affected by 24 h of FGF treatment. Purple bars indicate top pathways affected that differed from the 3 h transcriptome analysis. (**B**) RT-qPCR validation of FGF-mediated expression of target genes. The y-axis shows the relative normalized expression of selected target genes. Assays were performed in triplicate and at least two independent experiments were performed. Expression of each gene was compared to the same region on the contralateral limb buds (*p* < 0.05 for each comparison). (**C**) WMISH of distally restricted transcription factors confirm their regulation in response to 24 h of FGF exposure. Top panel shows upregulation/downregulation in response to ectopic FGF when compared to a PBS-treated limb (control; bottom panel). n = 6 embryos per gene for FGF treatment and 3 embryos per gene for PBS. Note that *EMX2* is strongly expressed proximally, but has a weak distal expression that was reduced by FGF treatment after 24 h.

**Figure 4:**
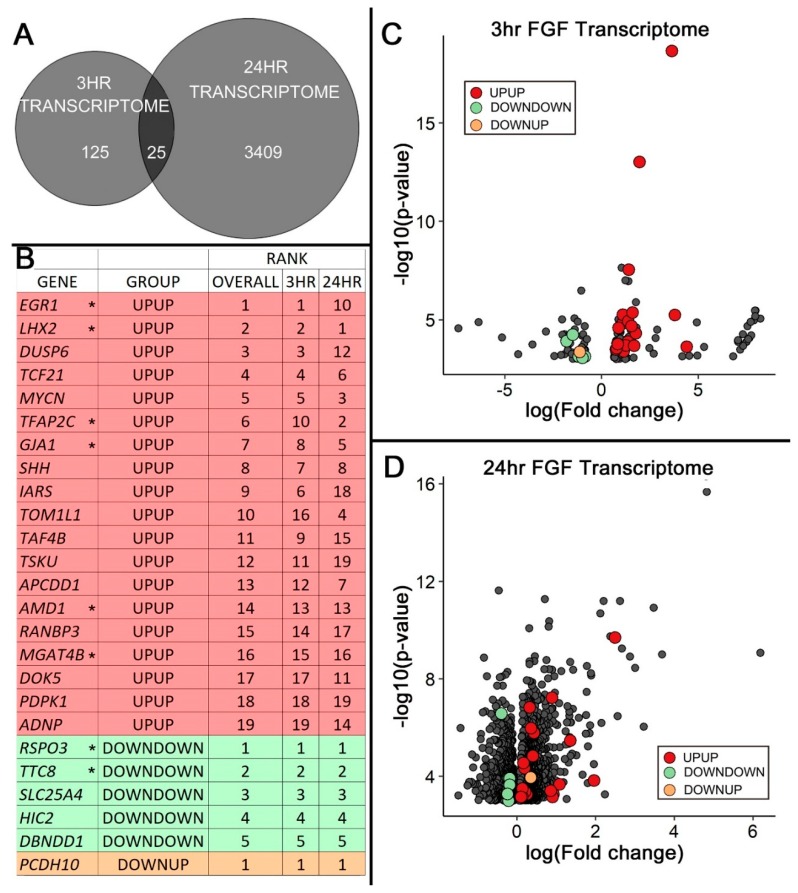
Common transcripts regulated by FGF2 during maintenance and induction of *SHH* expression are likely candidates for FGF-mediated SHH expression. (**A**) The number of FGF-regulated transcripts common to both 3 and 24 h datasets is shown in the overlapping region of the Venn diagram (n = 25). (**B**) Table showing the 25 common targets from the 3 and 24 h transcriptome that are likely candidates for FGF-mediated SHH expression. Targets are ranked based on differential expression (fold change) divided by significance (*p*-value). Asterisks (*) denote genes associated to *SHH* expression/function. Genes upregulated at both 3 and 24 h are designated with Group ID “UPUP”: red (n = 19). Genes downregulated at both time points are designated “DOWNDOWN”: green (n = 5), while genes downregulated at 3 h and upregulated at 24 h are designated “DOWNUP”: orange (n = 1). (**C**) Distribution (by log10 *p*-value and log2 fold change) of the 150 genes differentially regulated after 3 h FGF treatment, with the 25 common targets highlighted in color (*p* < 0.05). (**D**) Distribution (by log10 *p*-value and log2 fold change) of the 3434 genes differentially regulated by 24 h FGF treatment, with the 25 common targets highlighted in color (*p* < 0.05).

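Over the 13381 genes tested at 3 h, the log2 fold change of FGF2 over PBS ran from -4.15 to 4.95 on the log2(RPKM + 0.5) scale, and its 5th and 95th percentiles were -0.995 and 1.15. Its median was 0.11, so that a typical gene was slightly higher with FGF2 before any further scaling. The smallest p from limma was 3.17e-05, and 7 genes were higher and 1 was lower at an unadjusted p under 0.001. Chance would place 13.4 genes there if the libraries were independent. With the replicate block 12 were higher and 9 lower at that p, and in limma-voom with the block 32 were higher and 52 lower; the number given by chance is the mean for unchanged genes, and neither excess was tested. In 895 genes every FGF2 library was above every PBS library, and in 269 genes every FGF2 library was below. Together these are 8.70% of the genes, and chance gives 10% if the libraries are taken as unpaired. In 2762 genes FGF2 was above PBS in all 3 experiments and in 1229 genes it was below in all 3. Together these are 29.8% of the genes, where chance gives 25% if no shift is shared by many genes. The median of 0.11, which was -0.01 after median-ratio scaling, is such a shift and can raise this share. The excess was not tested. Reads were simulated with the spread of these libraries, each gene drawn independently. In them the unpaired limma test recovered 18.9% of genes changed 4-fold and 36.4% of genes changed 8-fold. The recovery was 55.9% and 80.1% for limma-voom with the replicate block.
The 14 genes that rose in the paired test on reads had median log2 differences between FGF2 and PBS of 0.82, 1.11 and 1.21 in experiments 1, 2 and 3. The 26 genes that fell had median log2 differences of -2.29, -0.72 and -1.65. Their level also differed between the PBS libraries, by a median range of 4.28 on the log2 scale, against 0.54 for the 14 genes that rose and 1.13 for all genes tested. None of the 26 had FGF2 and PBS libraries that did not overlap, whereas 12 of the 14 did.

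**Figure D2:**
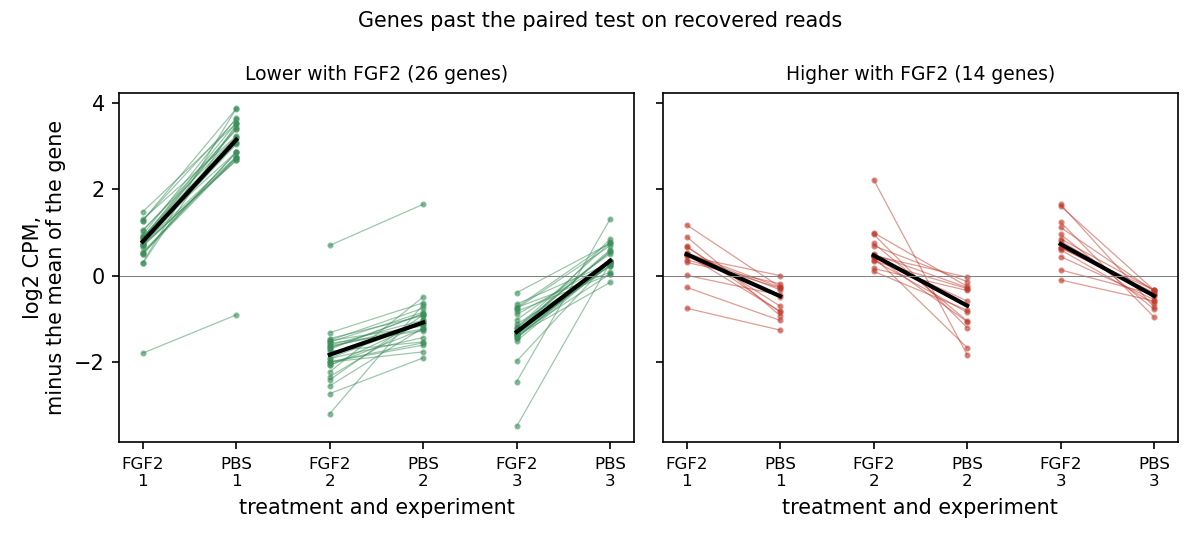
Log2 CPM of the 26 genes that fell (left) and the 14 that rose (right) in the paired limma-voom test, each minus the gene's own mean over the 6 libraries (y axis), by treatment and experiment (x axis). Thin lines join the FGF2 and PBS libraries of 1 experiment for 1 gene and thick lines are medians; on the left, the median difference of FGF2 from PBS is -2.29 in experiment 1, -0.72 in experiment 2 and -1.65 in experiment 3.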

**Figure 5:**
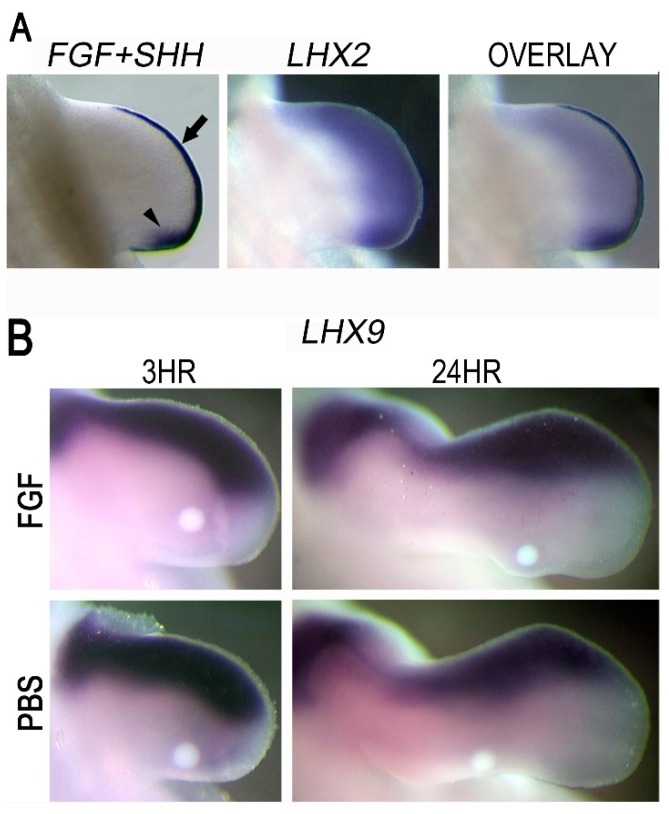
The *LHX2* expression pattern supports a role for maintaining distal posterior *SHH* expression during progressive limb outgrowth. (**A**) Left panel shows endogenous *FGF8* (arrow) and *SHH* (arrowhead) expression in a HH23 limb bud. Middle panel shows endogenous *LHX2* expression. Right panel is a composite of all three expression patterns. *LHX2* expression is restricted to the distal mesoderm in the developing limb subjacent to the *FGF8*-expressing AER. Importantly, *SHH* is expressed only within the posterior boundary of the *LHX2* expression domain. The overlapping expression pattern is consistent with a role for LHX2 in facilitating SHH expression in the developing limb. (**B**) After 3 and 24 h of FGF2 exposure, no appreciable ectopic *LHX9* expression is observed (n = 3 embryos per treatment group for each time point). PBS beads were used as controls. Note that endogenous *LHX9* expression is restricted to the anterior mesoderm.

**Figure 6:**
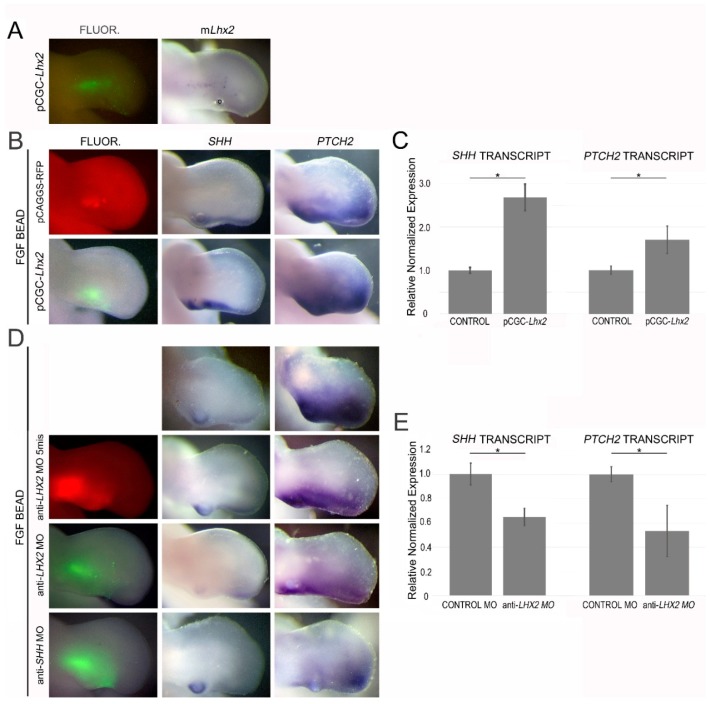
LHX2 regulates SHH expression and function. (**A**) Fluorescence (FLUOR.) and whole mount in situ hybridization (WMISH) pictures confirming ectopic mouse *Lhx2* following electroporation of an Lhx2 expression vector containing a GFP reporter (pCGC-*Lhx2*). “o” is used to identify the oil bubble which is occasionally present after the injection of a plasmid. (**B**) Increasing the level of local LHX2 by electroporation of pCGC-*Lhx2* around an FGF bead leads to an increase in the expression of *SHH* (n = 12) and its downstream target *PTCH2* (n = 8) when compared to an empty vector control (pCAGGS-red fluorescent protein (RFP)). (**C**) RT-qPCR data from two independent experiments reveals a 2.7-fold upregulation of FGF-induced *SHH* and a 1.7-fold upregulation of *PTCH2* transcripts in the presence of additional LHX2 when compared to FGF alone (*p* < 0.05). Tissue samples from 7–10 embryos were pooled for each treatment group and assayed in triplicate. (**D**) Transfection of an anti-*LHX2* morpholino decreases FGF-induced *SHH* expression (third row; n = 7) when compared to limbs treated with FGF beads only (top row; n = 5) or FGF with a negative control (five-base mismatch anti-*LHX2* MO; second row; n = 5). *PTCH2* expression was also decreased following treatment with the anti-*LHX2* morpholino (n = 10) and mimics the *PTCH2* reduction observed with a knockdown of SHH using an anti-*SHH* MO (n = 5). *SHH* expression is not affected by the electroporation of an anti-*SHH* morpholino designed to block translation of *SHH* transcript (bottom panel; n = 3). (**E**) Following a knockdown of LHX2, *SHH* and *PTCH2* transcript levels were reduced by 35% and 53%, respectively, when compared to the anti-*LHX2* MO five-base mismatch control (*p* < 0.05). Tissue samples from 7–10 embryos were pooled for each treatment group and assayed in triplicate for two independent RT-qPCR runs. * *p* < 0.05.

**Figure 7:**
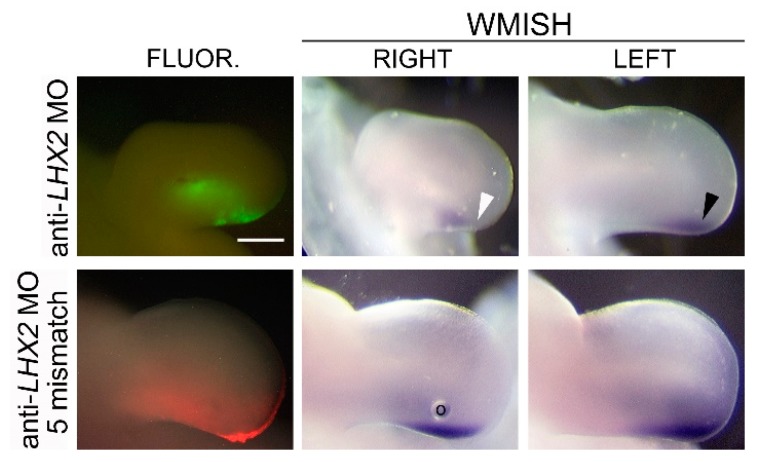
LHX2 knockdown at the ZPA decreases *SHH* expression. Twenty-four hours after electroporation of anti-*LHX2* MO at the ZPA, there is reduced *SHH* expression and retarded limb outgrowth when compared to the contralateral limb (LEFT) and to the negative control (anti-*LHX2* MO five-base mismatch). Reduced *SHH* expression and retarded limb outgrowth were observed in nine out of 10 embryos from two independent experiments. Please note the oil bubble “o” in the bottom row (middle panel). The images of the left contralateral control limbs have been reversed for comparison. Scalebar = 0.25 inches.

## Supplementary Materials

The Supplementary Materials are available online at http://www.mdpi.com/2221-3759/6/2/13/s1.

How the deposited data were processed for this re-analysis (not part of the article)

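RNA was sequenced from chicken forelimb tissue posterior to an FGF2 or a PBS bead, 3 h after implantation at stage 23, with 3 pooled libraries per treatment. The 6 samples were assigned to their treatment and replicate by their labels and by the paper, and the 6 columns of the deposited table were assigned by their names.

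The authors aligned the reads with HISAT2 to galGal5 with Ensembl gene models, processed them with systemPipeR and deposited RPKM per gene. The paper's own comparison was made with edgeR. The counting program, its strand setting and the treatment of reads that match several genes are not given in the sources used here, so genes with near-identical copies or overlapping neighbours may share reads. No filter on low values had been applied to the deposited RPKM, since 7024 of the 24881 IDs are at 0 in every library.

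The deposited RPKM hold each library's depth. The values of 1 gene are whole multiples of what 1 read is worth in each library, so the ratios between libraries of the values of low genes give the ratios of their totals, and the whole lengths of the gene models then fix the totals. With these totals, the recovered reads were 98.8% to 99.2% of each library's total. Within 0.001 read, 100% of the values above 0 came out as whole, but the method sets this share. Each gene's length was picked to make its values whole, and a gene with no such length was given 0 reads. The share is therefore no test of the totals. The source of the remainder was not tested. The values cannot tell a total from a multiple of it in which all reads share that factor. With the total of PBS library 1 taken 2 times larger, 0.54% of its genes above 100 reads had an odd number of reads (51.1% as given), and with it taken 2 times smaller its reads came to 151.1% of the total. The recovery was tested on simulated libraries: 6 of 6 totals were recovered within 1 read, as were all reads of 94.3% of 17352 genes.

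FGF2 was compared with PBS by limma 3.58.1 (R 4.3.3; lmFit and eBayes with a trend, two-sided) on log2(RPKM + 0.5), over the 13381 genes with a mean RPKM of at least 0.5 in the 6 libraries, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. This test, its filter and pseudocount, and 19 alternatives for the count of changed genes were fixed before the data were examined. They cover the pseudocount (0.1 and 1), the filter (none, and a mean RPKM of at least 1), the scaling (median ratio, quantile), the variance model (no trend, robust), library weights, the replicate block with and without median-ratio scaling, the threshold (unadjusted p under 0.05, adjusted p under 0.10) and leaving out each library. limma-voom on the recovered reads, with and without the replicate block, was added after the data were examined. Count models from other packages were not used.

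The replicate numbers were taken to pair the samples, which the paper does not state. The paper describes 3 independent experiments, each with both treatments, and the FGF2 and PBS libraries with the same number deviated together from their treatment means in all 3 pairs (correlations across genes of 0.44, 0.28 and 0.40, each above the limit of 0.1 set for pairing). The first 2 principal components took 32.0% and 29.4% of the variation.

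The tests were run on simulated reads for the same 13381 genes, in 5 runs with 200 changed genes each. The simulation kept the real differences between experiments and took each gene's spread from limma with the replicate block. The unpaired limma test recovered 0.30% of genes changed 2-fold, with 0 false calls per run. limma with the replicate block recovered 7.83%, 42.5% and 63.6% of genes changed 2-, 4- and 8-fold, with 4 false calls per run. limma-voom with the replicate block recovered 13.6% of genes changed 2-fold, with 7.2 false calls per run. The deviations of each gene were drawn independently of other genes. In the real libraries the 26 genes that fell in the paired test on reads had a median correlation of 0.977. False calls among genes that vary together are thus not covered by these rates.

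The rule for named genes took every gene the paper names at 3 h, the 10 genes with the largest change in each direction past the adjusted threshold that have a symbol, and members of 30 gene lists with 568 symbols. It could not be applied: the deposited table holds Ensembl IDs alone, and of the 25635 genes in the table of names for assembly GRCg7b 0 have an Ensembl ID. The fold changes of the named genes and the tests of the gene lists were therefore not run. In their place 4 IDs are given, with the smallest p in each direction in the unpaired test on RPKM and in the paired test on reads.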

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

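The paired test on recovered reads and all its settings were added after the results had been seen; the other settings were fixed before. The count of 0 genes at an adjusted p under 0.05, in each direction, held in 17 settings that kept this threshold, with the smallest adjusted p of any gene between 0.086 and 0.92, and at an adjusted p under 0.10. The replicate block also gave 0 and 0. An unadjusted p under 0.05 gave 339 higher and 118 lower. limma-voom on recovered reads gave 0 and 0, and limma-voom on recovered reads with the replicate block gave 14 higher and 26 lower. At the unadjusted threshold the counts became 203 and 199 with median-ratio scaling, 569 and 277 with library weights, 754 and 370 with the replicate block, 423 and 572 with the replicate block and median-ratio scaling, and 846 and 423 with limma-voom and the replicate block; 211 were lower with quantile normalization. Leaving out single libraries gave 183 to 592 higher and 87 to 253 lower. The cause was not tested. The median log2 fold change of all genes was 0.11 as deposited and -0.01 after median-ratio scaling.

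In the paired test on recovered reads, no replicate block gave 0 and 0, and thinning all libraries to the 5222427 reads of PBS library 1 gave 0 and 0. In the thinned reads the 26 genes had a median log2 fold change of -2.03 (median standard error 0.28), against -1.93 (0.27) in all reads, and the 14 genes had 1.11 (0.16) against 1.08 (0.17). The prior degrees of freedom of the variance fell from 10.1 to 5.74, and this ended the calls: the thinned reads with the prior degrees of freedom of all reads gave 15 higher and 40 lower genes (12 of the 14 and 26 of the 26), and all reads with those of the thinned reads gave 0 and 0. Median-ratio scaling gave 5 higher and 18 lower, and removing the length trend 7 and 31. Leaving out experiments 1, 2 and 3 in turn gave 0, 76 and 19 higher genes and 0, 98 and 58 lower genes. The prior degrees of freedom were 9.08, 19.5 and 42.7 in these fits, and with 2 pairs left the counts lean on this prior. ENSGALG00000001124, ENSGALG00000006512, ENSGALG00000036311 and ENSGALG00000037512 kept their direction in every setting tried. Each was chosen for its small p in these libraries and went 1 way in all 3 experiments. Their kept direction is thus no independent check. In 19 settings other than the main test on RPKM, ENSGALG00000036311 passed the adjusted threshold in 0 and each other ID in 1. In 11 settings other than the main paired test, ENSGALG00000001124 and ENSGALG00000037512 passed in 7, ENSGALG00000006512 in 5 and ENSGALG00000036311 in 0.

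The edgeR and DESeq2 alternatives on recovered reads were not run; limma-voom was run on these reads. The fold changes of genes named by the paper and the gene lists, with their alternatives, were not run for lack of gene names. Depth limits the low genes most: in PBS library 1, 3 reads in a gene of 1 kilobase are 0.574 RPKM, which is above the filter of 0.5 RPKM.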

Differences from the paper's values

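The paper reports 150 genes changed at 3 h, and 0 passed an adjusted p under 0.05 here. The paper's counts are 102 genes upregulated and 48 downregulated, against 0 higher and 0 lower here. The paper gives its threshold as a p under 0.05 and its text does not say whether that p was adjusted. In the paper's plot of its 150 genes, read by eye, no p lies above about 0.001. A count at an unadjusted p under 0.05 is then not a like counterpart of the 150. The paper used edgeR, and limma on RPKM was used here. Its RT-qPCR and in situ hybridization of EGR1, LHX2, TFAP2C, DUSP6 and SHH at 3 h were not analysed here. Of the 19 alternatives set before the data were examined, none came within 1.5 times of the paper's 150, 102 or 48. At an unadjusted p under 0.05 the count here was 457 genes, 339 higher and 118 lower, and combining this threshold with each of the other 17 alternatives gave 289 to 1124 genes, 183 to 754 higher and 87 to 572 lower. The limma-voom test with the replicate block, chosen after the values were seen, gave 40 genes, 14 higher and 26 lower. Without experiment 2 the same test, also chosen after the values were seen, gave 174 genes, of which 76 were higher, within 1.5 times of the paper's 150 and 102, while its 98 lower genes were not; without experiment 3 it gave 58 lower genes, within 1.5 times of the paper's 48, as did the thinned reads with the prior degrees of freedom of all reads, with 40. The fits without experiments 2 and 3 had prior degrees of freedom of 19.5 and 42.7, against 10.1 with all libraries. Their counts lean on this variance prior, so being near the paper's counts carries little weight. How many of the genes called by the paper each setting drops was not analysed here, since names and IDs are not paired.

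Fig. 4C shows the 150 genes called by the paper, whereas the largest log2 fold change here was taken over all 13381 genes tested. The values may thus belong to different genes. The largest log2 fold change is about 8 in Fig. 4C, read by eye, and 4.95 here on the log2(RPKM + 0.5) scale. Of the alternatives set before the data were examined, a pseudocount of 0.1 (6.53), library weights (5.66) and leaving out FGF2 library 1 (5.59), FGF2 library 2 (5.34), PBS library 1 (5.86) or PBS library 3 (6.10) came within 1.5 times of it, and the other 11 did not. The highest point of Fig. 4C lies at a -log10 p of about 19, read by eye. The smallest p here has a -log10 of 4.50, with none of 17 alternatives within 1.5 times of the paper's. All of these were limma on log2 RPKM, whereas the paper used edgeR, so the tests are unlike and this comparison decides nothing. The smallest p from limma-voom with the replicate block was 2.99e-07.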

Other observations

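The paired test on recovered reads, the order of the experiments as a test of the pool makeup, and the test of the response to FGF2 as the only source of a shared profile, below, were chosen after the results had been seen.

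Most of the 26 genes that fell in the paired test on recovered reads shared 1 profile over the 6 libraries, with a median correlation between genes of 0.977 (the 14 genes that rose had 0.817). The 26 genes had a median range of 4.28 (log2) over the 3 PBS libraries, larger in size than their median log2 fold change of -1.93. This argues against a response to FGF2 as the only source of the shared profile. As the PBS libraries received no FGF2, the range does not bear on whether FGF2 lowered these genes within experiments. A trend with gene length, as a difference in RNA integrity would give, is argued against as the whole cause: with the length trend of each library removed, 25 of the 26 (96.2%) still passed an adjusted p of 0.05, with a median log2 fold change of -2.08 (median standard error 0.30), while 7 of the 14 genes that rose did, at a median of 0.90 (0.18) against 1.08 (0.17) before. In experiments 1, 2 and 3 the 13381 genes had a Spearman correlation of fold change with length of 0.21, 0.00 and 0.13. Different amounts of another tissue or cell type in the pools, and a fall with FGF2 in a set of genes whose level also differs between experiments, cannot be told apart: 24 of the 26 genes (92.3%) had their highest level in experiment 1 and their lowest in experiment 2, as had 34.8% of all genes tested and a mean of 23.2% in random sets of 26 genes of like expression (upper limit 38.5%), but genes so closely correlated rank the experiments alike under either, and no tissue can be named without gene names.

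More genes had reads in all 3 FGF2 libraries and none in PBS (45) than the reverse (13), and the FGF2 libraries hold more reads (56485931 against 38832227). With all libraries thinned to 5222427 reads, the counts were 21 and 13, an excess of 8 genes. Thinning leaves the share of reads in the top gene unequal (1.26% in FGF2 library 1 to 4.40% in PBS library 2). The other splits of the 6 libraries gave an excess of up to 264, in a split that keeps both libraries of experiment 1 together. The other splits that part all 3 pairs gave excesses of 39, 7 and 3 in size. Unequal library size could account for part of the excess. The excess of 8 that remained is the difference between 21 and 13 genes, from 1 random thinning of all libraries to the same total. The source of this excess cannot be told, since 8 lies within the excess of the other splits, also of those that part all 3 pairs.

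The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 0 genes and the highest of the others 1. No split can give fewer than 0, so all 10 were at least as large and this comparison decides nothing. At an unadjusted p under 0.05 the real split gave 457 genes and 7 of the 10 splits, itself included, gave at least as many. The highest, 1800 genes, came from setting FGF2 libraries 1 and 3 and PBS library 1 against the rest, and points to a structure of the libraries other than the treatment. This split keeps both libraries of experiment 1 together and both libraries of experiment 2 together. Of the 4 splits that part all 3 pairs, the real one gave 457 genes at this p and the others 195, 202 and 287. In the paired test on reads, the 4 splits that part all 3 pairs are also too few: the real split gave 40 genes, and only 1 of the 4, itself, gave as many, while the highest of the others, each with the labels of 1 experiment exchanged, gave 0.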
